A study of Parasteatoda tepidariorum with 12 samples. Its data were reported in "Lineage-specific, fast-evolving GATA-like gene regulates zygotic gene activation to promote endoderm specification and pattern formation in the Theridiidae spider" (2022).

How the data were processed

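RNA was measured in whole embryos of *Parasteatoda tepidariorum* at stage 2 (11 h after egg laying), stage 3 (20 h) and early stage 5 (31 h), from 2 females. Each female gave untreated eggs at day 0 of the labels and *fuchi* pRNAi eggs at day 18 (second replicate) or day 19 (first replicate), which makes 12 libraries in 6 groups of 2. Poly(A) RNA of pooled embryos was made into strand-specific libraries and sequenced single-end on a MiSeq, per the labels and the study. The deposited table of raw counts holds 1 count per gene model and library, made by the authors with htseq-count of HTSeq 0.6.1p1 on AUGUSTUS gene models of the Ptep_1.0 assembly, per the labels. The aligner and the strand setting for the whole-embryo reads are not given in the sources used here. The deposited table of RPKM values, also made by the authors, scales the counts by gene length and by a total per library that is not the sum of the count column. Scaffold positions, NCBI gene numbers and descriptions were taken from the deposited tables, in which 18859 of the 27990 gene models have an NCBI gene. The reference gene table supplied for the species belongs to another assembly and was not used.

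The counts were checked to be whole numbers, and the 2 libraries of a group did not duplicate each other over gene models with at least 20 counts. Totals were 8845226 and 6320551 (untreated) and 8031007 and 6737404 (*fuchi* pRNAi) at stage 2, 6967313 and 6406894 and then 8857990 and 6229286 at stage 3, and 8136840 and 6169629 and then 8774139 and 5662766 at early stage 5. Between 14639 and 16929 gene models had a count in a library. Floors of 3 counts, between 0.339 and 0.530 CPM, cover counting error alone, and the replicates of a group differed by more than counting error (mean chi-square per gene model 28.0 to 44.1, r of log2 CPM 0.940 to 0.958). The deviations from the group means of untreated and *fuchi* pRNAi libraries of the same female correlated with 0.522 at stage 2, 0.430 at stage 3 and 0.368 at early stage 5, as the labels' pairing by female predicts, and a block for the female was fitted as an alternative. Reads of near-identical neighbouring gene copies, and reads of gene models that overlap, cannot be assigned with the tables used here, so counts of such members are uncertain.

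Each stage was fitted on its own 4 libraries with edgeR 4.0.16 in R 4.3.3. Normalization used TMM within the stage, and gene models with at least 1 CPM in at least 1 library were kept. Treatment with *fuchi* pRNAi was tested against untreated with the quasi-likelihood F test at a Benjamini-Hochberg adjusted p under 0.01, the threshold of the study. CPM values of transcripts use library totals scaled by the TMM factors of the stage, and on the log scale a prior count of 2. The SE of a log2 fold change is the size of the log2 fold change divided by the square root of F. Where a group had 0 counts the fold is given as a bound from 3 counts over the group, and where it had 1 to 3 counts as a ratio with an exact 95% counting interval. Medians of lists are given also with genes at 0 held at their bounds. Differences of the effect between stages and changes from stage to stage were tested in 1 fit of all 12 libraries (14498 gene models), the latter with at least a 2-fold change. The TMM factors over the 12 libraries were 0.789 to 1.21. CPM values given with tests between stages, and levels of rising genes, use these factors. Shared calls were compared with the hypergeometric expectation. The effect on genes that rise from stage 2 to stage 3 used a rise of at least 4-fold in one female and the effect in the other, so that no library entered both.

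Gene lists came from the text and supplementary gene tables of the study: the GATA family, u-shaped homologs, patterning genes, single-cell markers, screen groups C, P and CP, the top 10 genes of stage 3, and the genes nearest to regions of changed accessibility. The top 10 were chosen by the study on these same libraries, the screen groups on isolated germ-disc cells, and the accessibility lists on separate ATAC libraries. Lists share members: Pt-GATA4 and Pt-GATA5 are in the GATA and endoderm lists, and g20850 and g132 in group C and the top 10. Members were counted as called over all genes and as called when adjusted over the list alone. Lists with at least 5 tested members were tested with camera of limma 3.58.1 (preset correlation 0.01, and an estimated correlation) and fry, with p adjusted over 19 tests and a threshold of 0.05. The p of these list tests rests on genes, which are not independent replicates.

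The tests, lists, alternatives and the rule for naming genes were set before the data were examined. Named per stage were *fuchi* and *catA*, every called short-list gene, uncalled list members as examples, and, among called genes with both *fuchi* pRNAi values on one side of both untreated ones, the 12 falls and 8 rises with the smallest p. For accessibility lists and contrasts between stages it was the 4 called members with the smallest p in each direction. The uncalled examples, the stage 3 falls not called at early stage 5, g11169, g20563, the genes named for the difference between stage 2 and stage 3, and the members of the description groups were chosen after their values were seen. Symbols beginning with Pt are those of the study.

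Alternatives were DESeq2 size factors in edgeR, filterByExpr, no filter, the edgeR likelihood ratio test, the DESeq2 1.42.0 Wald test, 1 fit of all 12 libraries, a block for the female, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1), an adjusted p under 0.05, and leaving out each library in turn. The likelihood ratio test with the block was added after the data were seen. Where leaving out a library left 1 in a group, that library was assumed to vary like the other groups.

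The fits were tested on simulated data with 200 changed genes. At 16-fold 96% of lower and 100% of higher genes were recovered at each stage, and at 4-fold 56% to 70% of lower and 84% to 96% of higher ones, with 10 false among 187 calls at stage 2, 9 among 177 at stage 3 and 2 among 178 at early stage 5. For the difference between stages 20% of lower and 30% of higher genes were recovered at 4-fold, and 90% and 94% at 16-fold. A changed list of 20 genes gave a camera p of 4.19e-35 and a random one 0.532.

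Untreated embryos were all laid before the first injection and *fuchi* pRNAi embryos all after it, so treatment is confounded with the age of the mother and the order of the clutches. The 12 libraries include none of embryos after control dsRNA, so effects of injecting any dsRNA cannot be told apart from those of *fuchi* dsRNA. The isolated-cell libraries and the ATAC reads were not analysed here. Off-target effects of the dsRNA and reads shared between paralogs were not examined, and reads from injected dsRNA, if any, would count as *fuchi*.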

Results

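Transcripts of whole embryos of the common house spider *Parasteatoda tepidariorum* were counted in 12 libraries. Embryos were sampled 11 h (stage 2), 20 h (stage 3) and 31 h (early stage 5) after egg laying, the period in which the germ disc, the sheet of cells that forms the body of the spider, takes shape. Untreated and *fuchi* pRNAi embryos were compared stage by stage, with 2 libraries each. In parental RNAi (pRNAi), double-stranded RNA is injected into the mother and the transcript is depleted in the eggs that she lays afterwards. The target here was *fuchi nashi* (*fuchi*, gene model g26874), which encodes a GATA-like transcription factor. The 2 replicates were 2 females, and each gave eggs before the first injection (untreated) and again 18 or 19 days after it. Total counts over the 27990 gene models ranged from 5662766 in the second *fuchi* pRNAi replicate of early stage 5 to 8857990 in the first *fuchi* pRNAi replicate of stage 3. At these totals 3 counts corresponded to 0.339 to 0.530 CPM (counts scaled to the library total), the level below which a transcript could be missed. The females differed in the abundant cytochrome c oxidase subunit 3-like transcript g20563. In the first female it took 0.130%, 0.470% and 0.601% of the counts in untreated embryos of the successive stages, and 0.0598%, 0.0413% and 0.131% after *fuchi* pRNAi. In the second female it took 0.881%, 1.70% and 1.22% in untreated embryos, and 1.11%, 1.84% and 1.38% after *fuchi* pRNAi.

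The targeted transcript was lower after *fuchi* pRNAi at all 3 stages, whereas that of α-catenin (*catA*, g13984), a cell adhesion protein, was close to its untreated level. The *fuchi* level was 53.9 ± 10.5 CPM in untreated and 11.1 ± 5.99 CPM in *fuchi* pRNAi embryos at stage 2 (mean ± SD, n = 2). It was 239 ± 0.330 and 56.8 ± 2.65 CPM at stage 3, and 243 ± 18.2 and 92.4 ± 4.93 CPM at early stage 5. Thus 20.7%, 23.8% and 38.0% of the untreated level remained at the successive stages, and each female on her own kept between 14.9% and 41.6%. The *fuchi* gene lies on scaffold 177 of the Ptep_1.0 assembly, from 310446 to 328722 on the plus strand. Its log2 fold change was -2.07 ± 0.27 (SE) at stage 3 (edgeR adjusted p = 0.00552) and -1.40 ± 0.22 at early stage 5 (adjusted p = 0.00705). At stage 2 the log2 fold change of -2.27 ± 0.41 did not pass the edgeR quasi-likelihood test after adjustment over all genes (adjusted p = 0.983, unadjusted p = 0.000757). It passed with the female as a block (adjusted p = 6.48e-13), with the edgeR likelihood ratio test (adjusted p = 0.00779) and with DESeq2 (adjusted p = 0.00102). The *catA* log2 fold changes were 0.03 ± 0.23, 0.26 ± 0.26 and 0.08 ± 0.26, and none was called (edgeR adjusted p = 0.997, 0.828 and 0.963). The stage 3 call of *fuchi* was lost in edgeR without the first untreated replicate (adjusted p = 0.0146) or without either *fuchi* pRNAi replicate (adjusted p = 0.0180 and 0.0339). That of early stage 5 was lost without either *fuchi* pRNAi replicate (adjusted p = 0.0454 and 0.0383) or in the fit of all 12 libraries (adjusted p = 0.0258). Both calls were also lost in limma fits of the deposited RPKM values, with adjusted p of 0.0297 to 0.0330 at stage 3 and 0.0155 to 0.0159 at early stage 5.

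**Figure D1:**
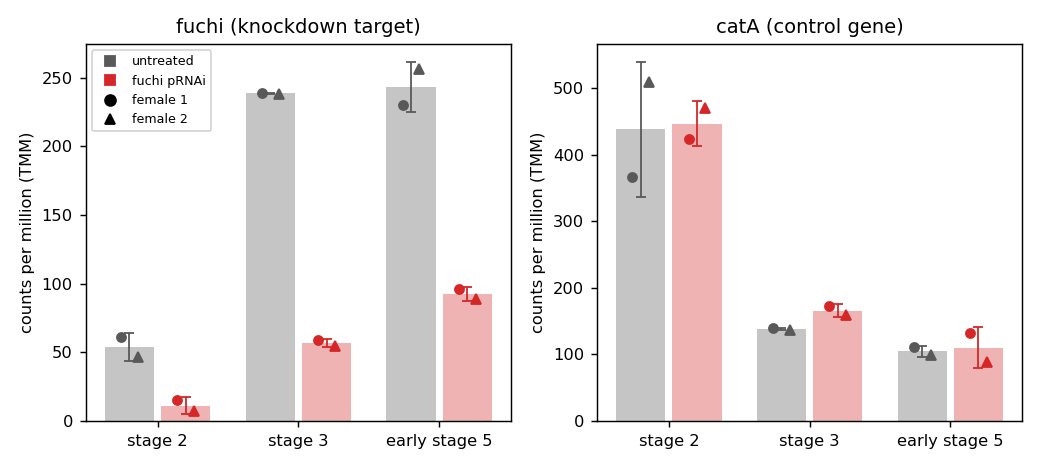
Levels of *fuchi* and *catA* transcripts in CPM in each of the 12 libraries, by stage and treatment. Points stand for single libraries and bars for the mean of the 2 replicates of a group; *fuchi* fell from 239 to 56.8 CPM at stage 3, while *catA* measured 138 and 166 CPM there.

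At stage 2, before the germ disc forms, the edgeR quasi-likelihood test called no transcript after *fuchi* pRNAi. Transcripts of Pt-GATA1, a canonical GATA factor, had a log2 fold change of -1.73 ± 0.36 (SE, n = 2 per group; edgeR adjusted p = 0.983), and those of Pt-dpp, a BMP-type signalling ligand, one of -1.17 ± 0.36 (adjusted p = 0.983). The smallest p belonged to g11169, described as a probable glucosamine 6-phosphate N-acetyltransferase, an enzyme on the path to chitin and glycan precursors. Its counts were 917 and 656 in untreated against 67 and 58 in *fuchi* pRNAi embryos (log2 fold change -3.64 ± 0.26, edgeR adjusted p = 0.0163). It was singled out after its values were seen. Of 12079 transcripts tested, 0 passed the edgeR quasi-likelihood test at an adjusted p of 0.01, while 413 had an unadjusted p under 0.05. The edgeR likelihood ratio test called 4 (3 lower and 1 higher) and DESeq2 called 13 (11 lower and 2 higher). Without a filter on low counts edgeR called 30, and with the female as a block it called 93 (60 lower and 33 higher). With the block, Pt-GATA1 (adjusted p = 3.27e-08), Pt-dpp (adjusted p = 0.000454) and g11169 (adjusted p = 7.50e-34) were among the calls. Leaving out the first or the second untreated replicate called 1 transcript, g11169 (adjusted p = 0.00291 and 0.00336).

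None of the gene lists fixed before the data were examined had a member called by the edgeR quasi-likelihood test at stage 2. Other tests did call members of them. Besides the calls with the block, Pt-GATA1 was called with DESeq2 (adjusted p = 0.00561) and by edgeR without a filter on low counts (adjusted p = 1.78e-05). In group CP *fuchi* was called with the likelihood ratio test, DESeq2 and the block. The lists held the GATA family other than *fuchi* (0 of 2 tested members called), homologs of the GATA cofactor u-shaped (0 of 1) and embryonic patterning genes (0 of 10). They also held markers of the cumulus and blastopore (0 of 3), of the germ-disc rim (0 of 3) and of the germ disc outside the endoderm (0 of 2). The endoderm markers were below the filter on low counts at this stage. Screen groups had been chosen by the study from isolated germ-disc cells as genes with high transcript levels at the centre (group C), the periphery (group P) or both (group CP). Of these groups 0 of 4, 0 of 5 and 0 of 4 tested members were called, and of the published top 10 genes of stage 3 it was 0 of 6. Among the genes nearest to chromatin regions of lower or higher accessibility after *fuchi* pRNAi, 0 of 139 and 0 of 6 were called. Adjusted over the list alone, *fuchi* passed in group CP and Pt-GATA1 in the GATA list and in the list of germ-disc markers outside the endoderm. Set tests with camera found no list at stage 2 (adjusted p = 0.235 to 0.483). Without the second untreated replicate the genes near regions of higher accessibility gave adjusted p = 0.0450, and over all libraries with an estimated correlation 0.526.

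At stage 3, when the germ disc is forming, 36 transcripts fell after *fuchi* pRNAi and 0 rose. Most of the called transcripts were nearly absent from *fuchi* pRNAi embryos. The test favours deep falls, and in simulated data at stage 3 it recovered 96% of 16-fold but 56% of 4-fold lower genes. The median log2 fold change of the 36 was -5.38, and 29 of them fell more than 16-fold. The smallest p belonged to g1125, an uncharacterized gene, with 882 and 1276 counts in untreated and 1 and 4 counts in *fuchi* pRNAi embryos (log2 fold change -8.96 ± 0.61, n = 2 per group, edgeR adjusted p = 0.000142). The uncharacterized g20850 and g2114 and g27539, a gene model without a description, fell with log2 fold changes of -6.22 ± 0.45, -8.03 ± 0.59 and -7.23 ± 0.53 at the same adjusted p. Counts of g132 were 150 and 139 in untreated embryos and 0 in both *fuchi* pRNAi replicates, at least 109-fold lower when 3 counts over the group are taken as the floor (edgeR adjusted p = 0.000387).

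Several of the stage 3 falls were in genes with described products. Transcripts of g6432, described as the lysosomal protease cathepsin L1, fell by 6.57 ± 0.57 on the log2 scale (edgeR adjusted p = 0.00036), from 188 and 212 to 4 and 1 counts. The lysosomal enzyme group XV phospholipase A2 (g15560) fell from 140 and 142 counts to 1 and 1, a ratio of 159 with a 95% counting interval of 43.6 to 1320 (adjusted p = 0.00036). Gamma-butyrobetaine dioxygenase (g26914), the last enzyme of carnitine synthesis, had a log2 fold change of -6.82 ± 0.57 (adjusted p = 0.000327). The platelet glycoprotein 4-like gene (g486), related to the CD36 receptors that take up fatty acids, had one of -5.88 ± 0.52 (adjusted p = 0.000387). A holotricin-3-like gene (g17950) had one of -5.64 ± 0.52 (adjusted p = 0.000471). A homolog of the BCL2 family member bcl-2-related ovarian killer (g8058) fell by 4.17 ± 0.46 (adjusted p = 0.00191). The uncharacterized g27086 and g24979 fell by 4.49 ± 0.40 and 2.03 ± 0.27 (adjusted p = 0.000387 and 0.00639). Counts of g12453 fell from 275 and 217 to 2 and 0, a ratio of 278 with an interval of 76.4 to 2298 (adjusted p = 0.000326). This gene model overlaps 2 others, g12454 and g12455, so that its own share is uncertain. Of the 36 genes, 14 were uncharacterized, against 2288 of the 13324 tested.

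The stage 3 falls were called by the edgeR quasi-likelihood test at an adjusted p of 0.01. All 36 were also called with the female as a block, which called 346 transcripts (266 lower and 80 higher), and with the edgeR likelihood ratio test, which called 141 (135 lower and 6 higher). DESeq2 called 129 (123 lower and 6 higher), edgeR without a filter on low counts 208 (184 lower and 24 higher), and edgeR without the first *fuchi* pRNAi replicate 42 (35 lower and 7 higher). Limma on log2(RPKM + 1) and log2(RPKM + 0.1) called 10 and 11. In the RPKM fits g486, g15560, g8058 and g24979 were no longer called (adjusted p = 0.0132 to 0.0178). The call of g24979 was lost in the fit of all 12 libraries (adjusted p = 0.0237) and without the second untreated (adjusted p = 0.0119), the first *fuchi* pRNAi (adjusted p = 0.0238) or the second *fuchi* pRNAi replicate (adjusted p = 0.0339).

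Among the lists, the top 10 genes of stage 3 all fell, with a median log2 fold change of -7.03, or -6.79 with g132, at 0 in *fuchi* pRNAi embryos, held at its bound. Because the study chose these genes on the same libraries, that count is not independent evidence. In group C, 2 of 10 members fell (g20850 and g132) and the other 8 were not called, with 3 calls when adjusted over the list alone. The EF-hand domain gene g15167 of that group had a log2 fold change of -2.44 ± 0.40 (edgeR adjusted p = 0.0205). In group CP 1 of 4 members fell, *fuchi* itself, and in group P 0 of 5 were called, among them the snRNA-activating complex subunit gene g7720 (log2 fold change 0.30 ± 0.30, adjusted p = 0.831). Camera set tests gave adjusted p = 1.73e-41 for the top 10 and 2.57e-10 for group C, but adjusted p = 0.0914 and 0.349 with an estimated correlation.

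The edgeR quasi-likelihood test called none of the 11 patterning genes, the 6 tested GATA family members or the 2 u-shaped homologs at stage 3, but other tests called members of each of these lists. Adjusted over the list alone, Pt-hh, the hedgehog ligand, and Pt-Delta, the Notch ligand, were lower, and Pt-sog, the short gastrulation homolog that binds BMP ligands, was higher. Their log2 fold changes were -2.14 ± 0.32 for Pt-hh (edgeR adjusted p over all genes = 0.0126), -1.99 ± 0.32 for Pt-Delta (adjusted p = 0.0205) and 2.90 ± 0.47 for Pt-sog (adjusted p = 0.0207). Pt-sog counts were 54 and 117 in untreated and 701 and 813 in *fuchi* pRNAi embryos. Over all genes the edgeR likelihood ratio test called Pt-hh (adjusted p = 2.38e-06), Pt-Delta (7.43e-06), Pt-sog (2.39e-06), the ush-like g14866 (0.00398) and g15167 (0.000111). DESeq2 called them too (adjusted p = 9.81e-08, 1.17e-06, 8.94e-08, 0.00179 and 9.75e-05), as did edgeR without a filter on low counts (3.22e-06, 3.83e-07, 2.87e-11, 0.000205 and 7.06e-05). With the female as a block they passed as well (7.10e-09, 5.39e-09, 3.96e-16, 1.41e-07 and 2.51e-08), together with Pt-GATA5 (7.73e-05), and g15167 also passed in the fit of all 12 libraries (0.00389). The list-alone counts were 1 of 2 for the u-shaped homologs (g14866, log2 fold change -2.05 ± 0.45) and 1 of 2 for the endoderm markers (Pt-GATA5, -1.93 ± 0.47). They were 2 of 3 for the rim markers (Pt-hh and Pt-fkh), 1 of 3 for germ-disc markers outside the endoderm (Pt-sog), and 0 of 4 for the cumulus and blastopore markers, among them Pt-Ets4 (-0.60 ± 0.28, adjusted p = 0.555). Without the first *fuchi* pRNAi replicate Pt-sog (adjusted p = 0.00226) and Pt-Delta (adjusted p = 0.00862) were called, and without the second untreated replicate Pt-sog was (adjusted p = 0.00227). Camera gave adjusted p = 0.0951 for the patterning list, with 0.0408 without the first *fuchi* pRNAi and 0.0294 without the second untreated replicate, and 0.507 for the GATA list. With an estimated correlation the patterning list gave 0.394.

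Of the genes nearest to chromatin regions of lower accessibility, 4 of 165 tested fell at stage 3 (g1125, g20850, g8058 and g24979), against 0.446 expected of as many genes drawn at random. Calls numbered 0 among the 7 nearest to regions of higher accessibility. Adjusted over the list alone, 14 of the 165 passed. The camera test of the list gave adjusted p = 0.00158, but adjusted p = 0.349 with an estimated correlation, and the median member had a log2 fold change of -0.15.

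At early stage 5, when the germ disc is complete and endoderm cells lie beneath it, 366 transcripts fell after *fuchi* pRNAi and 20 rose. The called falls were again deep. The median log2 fold change was -5.27 as fitted, or -4.83 with the 57 transcripts at 0 in *fuchi* pRNAi embryos held at their bound, and 232 fell more than 16-fold. Transcripts of the holotricin-3-like g17950 went from 1107 ± 328 CPM (mean ± SD, n = 2) in untreated to 0.369 ± 0.266 CPM in *fuchi* pRNAi embryos (log2 fold change -11.34 ± 0.49, edgeR adjusted p = 1.36e-05). The undescribed g27539 fell from 1707 and 1421 counts to 1 and 1, a ratio of 1578 with a 95% counting interval of 437 to 13038 (adjusted p = 1.36e-05). The uncharacterized genes g2114 and g2117, both on scaffold 366, fell with log2 fold changes of -8.41 ± 0.38 and -7.63 ± 0.35 (adjusted p = 1.36e-05).

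Proteases and metabolic proteins were among the transcripts with the smallest p. The cathepsin L1-like genes g9137 and g6432 had log2 fold changes of -8.40 ± 0.36 and -10.32 ± 0.46, and dipeptidyl peptidase 1 (g3230), the lysosomal protease also called cathepsin C, one of -6.77 ± 0.33 (edgeR adjusted p = 1.36e-05, 1.36e-05 and 1.75e-05). The fatty acid-binding protein-like g21231 went from 866 and 911 counts to 1 and 0, a ratio of 1793 with an interval of 321 to 70867. Transcripts of UreG (g11342), which helps assemble the nickel site of urease, went from 773 and 724 to 1 and 0, a ratio of 1511 with an interval of 271 to 59707 (adjusted p = 1.77e-05 and 1.75e-05). The CD36-related g486 had a log2 fold change of -9.20 ± 0.41 (adjusted p = 1.36e-05). The uncharacterized g8570 fell to 2 and 1 counts from 732 and 714, a fall with a ratio interval of 166 to 2361 (adjusted p = 1.42e-05). The ratio for g12453 was 3969, with an interval of 1098 to 32782, and remains uncertain because of the overlapping gene models.

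The transcripts that rose did so by smaller factors, and 4 of the 20 rose more than 16-fold. Transcripts of obstructor-E (g13591), a chitin-binding protein of the cuticle, rose from 42 and 25 to 458 and 528 counts (log2 fold change 3.97 ± 0.39, edgeR adjusted p = 0.000401). The most abundant was the uncharacterized g26167, which rose from 2298 and 1789 to 11756 and 8875 counts (log2 fold change 2.35 ± 0.24, adjusted p = 0.000496). A DNA damage-regulated autophagy modulator 2-like gene (g15764) was at 0 in both untreated replicates and at 145 and 35 counts in *fuchi* pRNAi embryos, at least 59.5-fold higher (adjusted p = 0.00211). Monocarboxylate transporter 12 (g5704) rose by a log2 fold change of 5.20 ± 0.69 (adjusted p = 0.00239), from 6 and 0 counts to 145 and 85. Among the others were the uncharacterized g4051, g13175 and g10537 (3.57 ± 0.36, 3.58 ± 0.40 and 2.29 ± 0.26) and the triadin-like g6465 (1.97 ± 0.26, adjusted p = 0.00247), related to a muscle protein of the calcium store. The call of g6465 was lost without the first *fuchi* pRNAi replicate (adjusted p = 0.0133) and in the fit of all 12 libraries (adjusted p = 0.0330), and that of g13175 in the RPKM fits (adjusted p = 0.0191 and 0.0269).

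In total 12358 transcripts were tested at early stage 5 and 386 were called by the edgeR quasi-likelihood test. All 386 were also called with the female as a block, which called 986 (804 lower and 182 higher), and with the likelihood ratio test, which called 833 (741 lower and 92 higher). Without a filter on low counts edgeR called 898 (751 lower and 147 higher), and DESeq2 called 539 (488 lower and 51 higher). Without the first untreated replicate edgeR called 382 lower and 51 higher, and without the first *fuchi* pRNAi replicate 241 lower and 19 higher, while limma on log2(RPKM + 1) and log2(RPKM + 0.1) called 11 and 10 higher. Uncharacterized genes made up 74 of the 366 falls and 2035 of the transcripts tested.

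In the lists, both endoderm markers fell at early stage 5. Pt-GATA4, a canonical GATA factor and marker of endoderm cells, went from 243 and 252 counts to 2 and 0, a ratio of 250 with a 95% counting interval of 68.8 to 2068 (edgeR adjusted p = 5.42e-05). Pt-GATA5, a GATA factor of the same cells, went from 147 and 138 to 0 and 9 counts (log2 fold change -4.87 ± 0.82, adjusted p = 0.00933). This call was lost with DESeq2 (adjusted p = 0.360), with the filterByExpr filter (adjusted p = 0.0145), in the fit of all 12 libraries (adjusted p = 0.0111) and on log2(RPKM + 0.1) (adjusted p = 0.0191). The other 4 tested GATA family members were not called, so that 2 of 6 fell, the same number as when adjusted over the list alone. The camera test of the GATA list gave adjusted p = 0.127, adjusted p = 0.00644 with the female as a block and adjusted p = 0.00595 without the second *fuchi* pRNAi replicate. With an estimated correlation it did not pass (adjusted p = 0.394, and 0.548 with the block).

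All of the top 10 genes of stage 3 fell at early stage 5 too, with a median log2 fold change of -9.34, or -8.90 with g132 at its bound. The list was chosen on these libraries and so is not independent. Of those not yet given, g26914, g20850, g1125 and g27086 had log2 fold changes of -9.49 ± 0.51, -8.59 ± 0.53, -7.44 ± 0.64 and -6.68 ± 0.41, and g132 was at least 125-fold lower (185 and 188 against 0 and 0 counts). In group C 4 of 10 members fell: g15167 (log2 fold change -4.83 ± 0.30, edgeR adjusted p = 2.84e-05), g20850, g132 and g5118 (-3.94 ± 0.46, adjusted p = 0.00115). In group CP 1 of 4 fell, *fuchi*, and in group P 0 of 5 were called, with 1 when adjusted over the list alone. Camera gave adjusted p = 3.68e-28 for the top 10 and 0.00687 for group C, but adjusted p = 0.180 and 0.349 with an estimated correlation. Without the first or the second untreated replicate the camera test of group C gave adjusted p = 0.118 and 0.295.

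**Figure D2:**
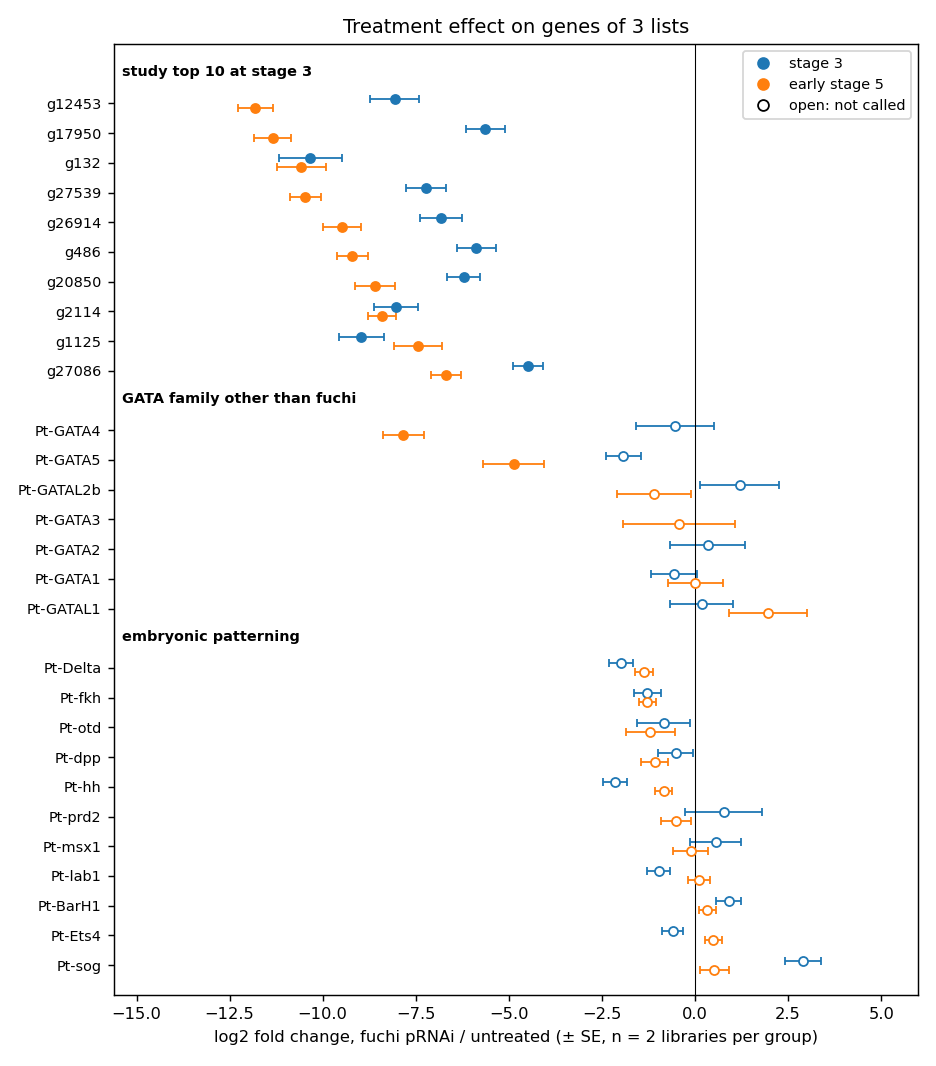
Log2 fold changes (*fuchi* pRNAi against untreated) of the members of 3 lists at the stages where they were tested, with bars of 1 SE. All 10 genes of the top 10 lie below 0 at stage 3 and at early stage 5, with medians of -7.03 and -9.34.

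Patterning genes were not called by the edgeR quasi-likelihood test at early stage 5 over all genes (0 of 11), and 2 were lower when adjusted over the list alone, Pt-Delta and Pt-fkh, the fork head homolog of the cumulus and rim. Their log2 fold changes were -1.37 ± 0.24 (edgeR adjusted p = 0.0104) and -1.29 ± 0.23 (adjusted p = 0.012). With the female as a block Pt-Delta (adjusted p = 3.01e-05), Pt-fkh (4.75e-05) and the head-patterning gene Pt-otd (1.23e-05) passed. Without a filter edgeR called the same genes (1.24e-05, 7.42e-05 and 0.000602). The likelihood ratio test called Pt-Delta (2.16e-05) and Pt-fkh (6.99e-05), as did DESeq2 (4.88e-06 and 2.72e-05). Pt-otd had -1.20 ± 0.65 (adjusted p = 0.519), Pt-hh -0.84 ± 0.24 (adjusted p = 0.0948), Pt-sog 0.52 ± 0.39 (adjusted p = 0.693) and Pt-Ets4 0.49 ± 0.22 (adjusted p = 0.390). Neither the u-shaped homologs (0 of 2), the cumulus and blastopore markers (0 of 4, 1 over the list alone), the rim markers (0 of 3, 2 over the list alone) nor the germ-disc markers outside the endoderm (0 of 3) held a called gene. The camera test of the patterning list gave adjusted p = 0.110, and adjusted p = 0.0370 with the block. With an estimated correlation it did not pass (adjusted p = 0.394, and 0.548 with the block). Pt-otd was called without the first *fuchi* pRNAi replicate (adjusted p = 0.00632), Pt-Delta without the first untreated replicate (adjusted p = 0.00265) and Pt-fkh without the second (adjusted p = 0.00883). The camera test of the list gave adjusted p = 0.00127 without the first *fuchi* pRNAi replicate.

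Near regions of lower accessibility, 10 of 151 tested genes fell and 2 rose at early stage 5, where 4.72 calls would be expected of a random list of that size. Besides g20850 and g1125, the falls with the smallest p were a calcium-transporting ATPase of the endoplasmic reticulum (g12272, log2 fold change -3.48 ± 0.34, edgeR adjusted p = 0.000391) and the vascular non-inflammatory molecule 3-like g18745. Counts of g18745 went from 52 and 62 to 1 and 2 counts, a ratio of 38.3 with an interval of 12.8 to 189 (adjusted p = 0.0019). The rises were the homeobox gene prospero (g15298), a regulator of neural cell fate in insects (2.78 ± 0.42, adjusted p = 0.00479), and buccalin (g11206), a neuropeptide precursor (4.11 ± 0.67, adjusted p = 0.0078). Camera found no shift of the list (adjusted p = 0.378), and 0 of 8 genes near regions of higher accessibility were called. Without the first *fuchi* pRNAi replicate the calls of g18745 (adjusted p = 0.0150) and prospero (adjusted p = 0.01001) were lost. Prospero also lost its call in the fit of all 12 libraries (adjusted p = 0.0602), buccalin with filterByExpr (adjusted p = 0.0125), and both on RPKM (adjusted p = 0.0232 to 0.0430).

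Fry, a set test that asks whether the genes of a list move on balance in one direction or change in either, without comparison to other genes, was run on the same lists. At stage 3 it passed for the top 10 (limma fry adjusted p = 0.00412) and for the genes nearest to regions of higher accessibility (adjusted p = 0.0113). Of the latter 4 of 7 were lower, with a median log2 fold change of -0.18. At early stage 5 it passed for the top 10 (adjusted p = 0.00549) and for group C (adjusted p = 0.0113). With the female as a block none of these passed (adjusted p = 0.113 and 0.345 at stage 3 and 0.136 for both lists at early stage 5). For change in either direction, the patterning list, group C, the top 10 and the genes nearest to regions of lower accessibility passed at both stages (limma fry adjusted p = 0.00217 to 0.00434). So did group P at stage 3 (0.0295), and at early stage 5 the GATA list (0.00434) and the genes nearest to regions of higher accessibility (0.0138). With the block none did (0.0503 or more). At stage 2 no list passed fry by direction (adjusted p = 0.160 to 0.834) or in either direction (0.0542 to 0.885).

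Nearly all transcripts called as falls at stage 3 by the edgeR quasi-likelihood test also fell at early stage 5, but with more sensitive tests the share was smaller. Of the 36 stage 3 falls 31 were called again, against 0.991 expected of independent lists (exact hypergeometric test, p = 3.34e-44 over 11737 transcripts tested in both). The p assumes independent lists. The stages share no library, but both come from the same 2 females and collection days, so that a difference between the days would enter both lists. The exceptions were g8058, with a log2 fold change of -2.07 ± 0.56 at early stage 5 (edgeR adjusted p = 0.0861), the rhoGEF domain gene g15443 (-2.15 ± 0.67, adjusted p = 0.138), the uncharacterized g17747 (-0.60 ± 0.42, adjusted p = 0.664) and g21011 (-4.32 ± 0.80, adjusted p = 0.0155) and the undescribed g1121 (-1.90 ± 0.40, adjusted p = 0.0271). With the female as a block 149 of 266 stage 3 falls and 7 of 80 rises were shared. With the likelihood ratio test it was 93 of 135 falls, and with DESeq2 77 of 123 falls. Across genes, which are not independent replicates, the log2 fold changes of stage 3 and early stage 5 correlated with Pearson's r = 0.579 and Spearman's rho = 0.281. Stage 2 and stage 3 had r = 0.355 and rho = 0.290, lower by r but not by rho, and stage 2 and early stage 5 had r = 0.186 and rho = 0.189. Without the first replicate r was 0.368 between stage 3 and early stage 5, and without the second replicate r was 0.108 between stage 2 and early stage 5.

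**Figure D3:**
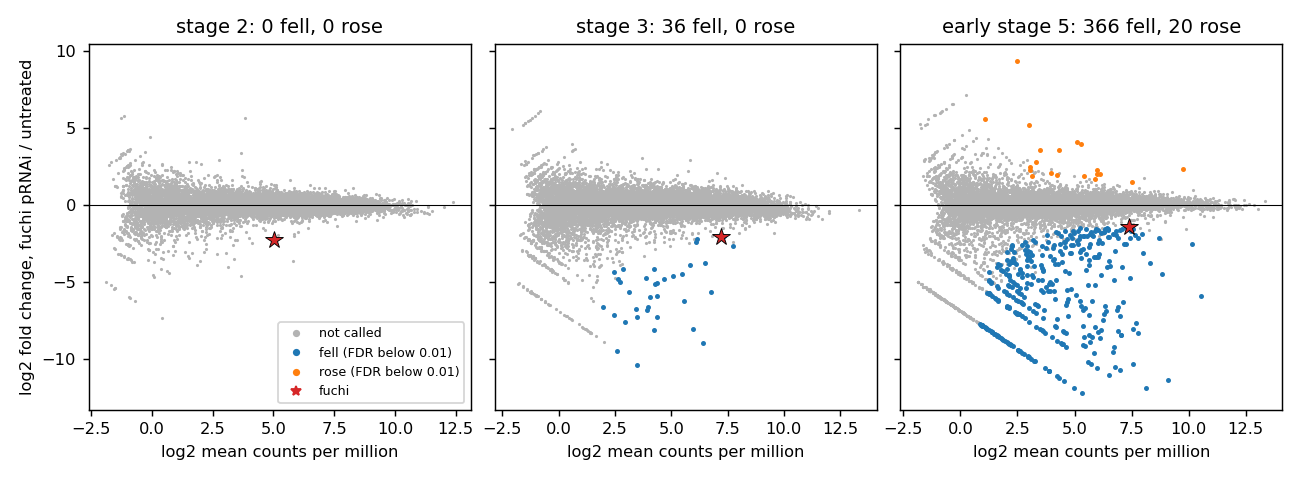
Log2 fold change (*fuchi* pRNAi against untreated) of each transcript against its mean level in log2 CPM, in 1 panel per stage, with called transcripts in colour. There were 0 calls at stage 2, 36 falls at stage 3, and 366 falls and 20 rises at early stage 5.

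A test of the difference between the effects of *fuchi* pRNAi at stage 3 and early stage 5 called 39 genes, of which 33 had the lower and 6 the higher log2 fold change at early stage 5. Retinal dehydrogenase 1-like g2991, an enzyme of retinoid metabolism, had a difference of -4.57 ± 0.38 (SE, n = 2 per group, edgeR adjusted p = 0.00031), and the uncharacterized g2117 one of -6.91 ± 0.60 (adjusted p = 0.00031). In untreated embryos g2117 measured 43.4 and 64.2 CPM at stage 3 and 442 and 537 CPM at early stage 5. In *fuchi* pRNAi embryos it measured 20.0 and 48.6 CPM at stage 3 and 2.14 and 3.14 CPM at early stage 5. Neither Pt-GATA4 (difference -7.25 ± 1.32, adjusted p = 0.0232) nor g17950 (-5.62 ± 1.08, adjusted p = 0.0295) nor *fuchi* (0.76 ± 0.43, adjusted p = 0.776) passed. The likelihood ratio test called 159 genes, DESeq2 141 and edgeR with the block 99. Leaving out single libraries gave 6 to 42 calls. The count was 13 without the first and 12 without the second untreated replicate of stage 3, and 13 without the second *fuchi* pRNAi replicate of that stage. It was 23 without the first and 12 without the second untreated replicate of early stage 5, and 10 without the first and 6 without the second *fuchi* pRNAi replicate of early stage 5. Between stage 2 and stage 3 the edgeR quasi-likelihood test called 0 of 14498 genes (611 at an unadjusted p under 0.05). The likelihood ratio test called 22, DESeq2 21 and edgeR with the block 9, and leaving out the first *fuchi* pRNAi replicate of stage 2 gave 3. The smallest p in the quasi-likelihood test belonged to g8570 (difference -6.75 ± 0.79), g2114 (-8.21 ± 1.02), g26914 (-6.96 ± 0.89) and g5611 (3.23 ± 0.41), each with an edgeR adjusted p of 0.0114. Whether an effect differed between stage 2 and stage 3 thus depended on the test.

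Untreated embryos changed much of their transcriptome between stages. From stage 2 to stage 3 the undescribed g17646 rose by a log2 fold change of 10.25 ± 0.41, the pleckstrin homology gene g1840 by 7.73 ± 0.33, the undescribed g13888 by 7.89 ± 0.35 and a kinesin heavy chain-like gene (g5178), a motor of microtubule transport, by 8.28 ± 0.39 (n = 2 per group, edgeR adjusted p = 4.63e-08 to 7.91e-08). A stearoyl-CoA desaturase 5-like gene (g10379), an enzyme of unsaturated fatty acid synthesis, fell (-6.81 ± 0.36), as did proclotting enzyme (g15441, -5.85 ± 0.34), the undescribed g15723 (-6.15 ± 0.36) and the RNA-binding protein bicaudal C homolog 1 (g11292, -6.64 ± 0.39, adjusted p = 1.37e-07 to 1.73e-07). Of 14498 transcripts 2390 rose and 2230 fell at least 2-fold at an adjusted p of 0.01. In *fuchi* pRNAi embryos 1751 rose and 1796 fell over the same interval. Among them were g17646 (9.30 ± 0.40), g1840 (6.83 ± 0.32), g13888 (6.60 ± 0.34), g5178 (6.98 ± 0.37), g10379 (-7.31 ± 0.37), g15723 (-6.22 ± 0.36), the fatty acyl-CoA reductase gene g21224 (-6.36 ± 0.37) and g27534 (-7.94 ± 0.46). In both treatments 1585 rose and 1581 fell, against 289 and 276 expected of independent lists, and the changes correlated across genes with r = 0.868 and rho = 0.879. Without the second untreated replicate of stage 3, the untreated count dropped to 2998, and the *fuchi* pRNAi count was 2345, 2173 and 2265 without the first *fuchi* pRNAi replicate of stage 2, the second of stage 2 and the first of stage 3, respectively.

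From stage 3 to early stage 5, 1086 transcripts rose and 1500 fell in untreated embryos, and 1118 rose and 1580 fell in *fuchi* pRNAi embryos. Rises in untreated embryos included proteasome subunit alpha type-6 (g11804, log2 fold change 6.55 ± 0.44), a transferrin-like gene for an iron carrier (g26148, 4.79 ± 0.38), a BTB/POZ domain 9-like gene (g25858, 6.11 ± 0.48) and the uncharacterized g9243 (3.24 ± 0.22, edgeR adjusted p = 1.05e-06). In *fuchi* pRNAi embryos the rises with the smallest p were a triadin-like gene (g6466, 5.23 ± 0.37), 40S ribosomal protein S15-like (g21298, 2.86 ± 0.22), citrate synthase 2 (g11416, 2.96 ± 0.23), an enzyme of the citric acid cycle, and g471 (2.91 ± 0.22). The transcripts g10345, ABHD11-like g23929 and zinc finger protein 1-like g6237 fell in untreated (-6.39 ± 0.32, -5.95 ± 0.32 and -5.44 ± 0.30) and in *fuchi* pRNAi embryos (-6.20 ± 0.31, -6.17 ± 0.33 and -5.86 ± 0.31). Changes in the same direction were called in both treatments for 664 rises and 1150 falls, against 83.7 and 163 expected, and the changes correlated across genes with r = 0.688 and rho = 0.726. Leaving out one library gave 1441 to 1689 untreated calls (1689 and 1499 without the first and second replicate of stage 3, 1441 and 1492 without those of early stage 5). The *fuchi* pRNAi calls numbered 1411 without the second replicate of stage 3, and 1469 and 1505 without the first and second of early stage 5.

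Genes whose transcripts rise between stage 2 and stage 3 in untreated embryos had lower levels after *fuchi* pRNAi as a group. When a rise of at least 4-fold was taken from the untreated libraries of one female and the stage 3 effect from the other, the median log2 fold change was -0.44 over 1973 rising genes (quartiles -1.02 and 0.13, 70.8% below 0). It was -0.31 over 1865 rising genes in the reverse arrangement (quartiles -0.88 and 0.14, 67.9% below 0). The medians of all genes were -0.01 and 0.00. Genes that fell at least 4-fold had medians of 0.59 (1390 genes) and 0.07 (1623 genes). These medians describe 2 females and carry no test. Slower development of *fuchi* pRNAi embryos would also lower rising and raise falling genes, and it was not tested at stage 3.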

Values the study reported

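The study compared *fuchi* pRNAi with untreated embryos stage by stage with edgeR at a false discovery rate under 0.01 and reported 6, 139 and 785 differentially expressed genes at stage 2, stage 3 and early stage 5. It reported 93 genes shared between stage 3 and early stage 5, of which 26 were uncharacterized, and no gene other than *fuchi* shared between stage 2 and stage 3. The 20 highest-ranked genes of stage 3 were all in the early stage 5 list. Among the genes it lists for stage 3 are the patterning genes Pt-hh and Pt-Delta, lower after *fuchi* pRNAi, and Pt-sog, higher.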

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

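The difference of the effect of *fuchi* pRNAi between stages was tested as set before the data were examined, and in this part no test was chosen only after the result was seen.

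The effect of *fuchi* pRNAi differed between stage 3 and early stage 5 for 39 genes in the edgeR quasi-likelihood test of the difference itself (12 libraries, n = 2 per group). Retinal dehydrogenase 1-like g2991 had a log2 difference of -4.57 ± 0.38 (SE, adjusted p = 0.00031), the uncharacterized g2117 of -6.91 ± 0.60 (adjusted p = 0.00031), the prolyl endopeptidase FAP-like g4630 of -4.79 ± 0.45 (adjusted p = 0.000442) and glycoprotein 3-alpha-L-fucosyltransferase A (g15249) of -5.43 ± 0.54 (adjusted p = 0.000603). Transcripts of g2991 measured 53.0 and 61.0 CPM in untreated and 22.5 and 28.2 CPM in *fuchi* pRNAi embryos at stage 3, and 89.2 and 70.6 against 1.57 and 1.34 CPM at early stage 5. At stage 3 *fuchi* pRNAi embryos had 63.5 and 64.8 CPM of g4630 and untreated ones 41.6 and 27.6 CPM, while at early stage 5 they had 18.1 and 10.1 against 198 and 229 CPM. These 4 genes were called without any one of the 8 libraries of these stages too.

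In the other direction, the triadin-like g6466 had a log2 difference of 3.34 ± 0.47 (edgeR adjusted p = 0.00555), buccalin (g11206) of 6.01 ± 0.89 (adjusted p = 0.00671), obstructor-E (g13591) of 4.40 ± 0.67 (adjusted p = 0.00829) and the uncharacterized g19865 of 2.97 ± 0.45 (adjusted p = 0.00829). Transcripts of g6466 were lower in *fuchi* pRNAi embryos at stage 3 (2.59 and 1.82 against 6.57 and 7.91 CPM) and higher at early stage 5 (87.6 and 81.8 against 32.6 and 20.9 CPM). The same order held for g19865, with 15.2 and 13.5 against 52.6 and 41.5 CPM at stage 3 and 67.4 and 102 against 39.3 and 31.5 CPM at early stage 5. Without any one of the 8 libraries g6466 (adjusted p = 0.0103 to 0.0408), g13591 (0.0142 to 0.0897) and g19865 (0.0195 to 0.0727) lost their calls, and g11206 lost its call without any library but the first *fuchi* pRNAi replicate of early stage 5 (0.0153 to 0.0468). No technical or biological explanation was tested for these 8 genes.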

How the results depend on the processing

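The likelihood ratio test with the female as a block is the only alternative chosen after the result was seen.

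Of the 87 called values of named genes that were compared, 0 turned direction under the alternatives, while the number of calls moved with the test and the filter. Genes named only as members of the description groups were not compared. At stage 2 the 0 calls became 30 without a filter, 4 with the likelihood ratio test, 13 with DESeq2, 93 with the block, 101 with the likelihood ratio test and block, 1 at an adjusted p under 0.05, and 0 to 1 when 1 library was left out. The 36 calls of stage 3 became 208, 141, 129, 346, 397 and 81 under the same alternatives, 10 and 11 on log2(RPKM + 1) and log2(RPKM + 0.1), and 31 to 42 without 1 library. The 386 calls of early stage 5 became 898 without a filter, 833 with the likelihood ratio test, 986 with the block, 1212 with both, 654 at an adjusted p under 0.05 and 260 to 433 without 1 library. Shared calls numbered 120 without a filter, 93 with the likelihood ratio test, 77 with DESeq2, 156 with the block, 200 with both, 10 and 11 on RPKM, 62 at an adjusted p under 0.05 and 27 to 33 without 1 replicate. Without a filter and with the block the prior degrees of freedom of edgeR were infinite at stages 2 and 3 (5.43 and 8.73 as reported), and at early stage 5 infinite and 62.7 (6.49 as reported), so that the spread was shared almost wholly across genes. Whether this raised the counts, or with the block the fitted difference between the females, was not tested. For the other alternatives the cause was not tested either.

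Differences between the effects at stage 2 and stage 3 numbered 22 with the likelihood ratio test, 21 with DESeq2, 9 with the block and 0 to 3 without 1 library. Those between stage 3 and early stage 5 numbered 159, 141, 99 and 6 to 42. Calls from stage 2 to stage 3 without 1 library ranged from 2998 to 3610 (untreated) and from 2173 to 2800 (*fuchi* pRNAi), and those from stage 3 to early stage 5 from 1441 to 1689 and from 1411 to 2278. The correlation of stage 2 with early stage 5 was 0.148 with filterByExpr and 0.108 to 0.151 without 1 replicate, that of stage 2 with stage 3 was 0.250 to 0.292, and that of stage 3 with early stage 5 was 0.368 to 0.588. Genes with a rise of at least 2-fold and 8-fold in the second female had medians of -0.20 and -0.48. The cause was not tested.

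With an estimated correlation the list tests gave adjusted p = 0.349 for group C at stage 3 and at early stage 5 and for genes near less accessible regions at stage 3, and 0.0914 and 0.180 for the top 10 at stage 3 and early stage 5. With the block the GATA list (0.00644) and the patterning list (0.0370) passed at early stage 5, but with an estimated correlation neither did (0.394, and 0.548 with the block). Leaving out 1 library gave 0.102 to 0.567 for the top 10 and 0.0450 to 0.913 for genes near more accessible regions at stage 2, 0.110 to 0.902 for the GATA list and 0.291 to 0.810 for group P at stage 3, the direction being turned at the upper end of each. Without 1 library patterning genes gave 0.0294 to 0.538 at stage 3 (0.0408 without its first *fuchi* pRNAi replicate) and 0.00127 to 0.529 at early stage 5, against 0.394 over all libraries with an estimated correlation at either stage. There the GATA list gave 0.00595 to 0.298 and group C 0.000879 to 0.295 (0.118 without the first untreated replicate). The cause was not tested.

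The log2 fold change of *fuchi* at stage 2 passed the test without a filter (-2.27), with the likelihood ratio test (-2.27), with DESeq2 (-2.27) and with the block (-2.34), and ranged from -2.96 to -1.81 without 1 library. At stage 3 it missed the threshold on RPKM (-1.90 and -1.96) and ranged from -2.12 to -2.05, and at early stage 5 it missed it in the fit of all 12 libraries (-1.33) and on RPKM (-1.38 and -1.41), with a range of -1.47 to -1.32. Of uncalled values, without 1 library *catA* ranged from -0.19 to 0.28 at stage 2 (-0.05 without the second *fuchi* pRNAi replicate) and from -0.23 to 0.33 at early stage 5 (-0.000658 without the second untreated replicate), and Pt-sog from -0.27 to 1.03 at early stage 5.

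Of 87 named called values 87 were kept with DESeq2 size factors, with the likelihood ratio test and with the block, 86 with DESeq2 and 85 with filterByExpr, and 343 of 380 were kept without 1 library. Of 47 per-stage values 43 were kept in the fit of all 12 libraries and 40 and 39 on RPKM. Of 20 uncalled ones 12 were called with the block, 10 without a filter, 9 with DESeq2 and 8 with the likelihood ratio test. Among these 87 called and 20 uncalled values, and among the lists, the block changed no call other than those given in the report and here. Other genes that the report names as not called were not compared with the block. At the depth of these libraries a transcript under 0.339 to 0.530 CPM in a library rests on fewer than 3 counts.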

Other observations

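The tests of slower development, of neighbouring genes and of description groups were chosen only after the result was seen, as were the rise from stage 3 to early stage 5 and the genes named from these groups, while the time since the untreated clutch was set as a test before.

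Falls at early stage 5 were counted in 10 groups of genes formed by words in their NCBI descriptions. The groups were formed after the falls were seen, so that their permutation p describes the counts and cannot exclude a random pick of genes. Enzymes of amino acid and one-carbon breakdown had 13 called of 45 NCBI genes tested, against 1.59 expected of genes with like levels in untreated embryos (permutation p = 1e-04, the smallest that 10000 draws can give). In the same permutation test lysosomal proteins had 10 of 66 against 2.07 (p = 1e-04), lipases and lipid transport proteins 17 of 157 against 4.01 (p = 1e-04), membrane transporters 19 of 209 against 5.19 (p = 1e-04) and peptidases 10 of 107 against 3.26 (p = 0.0012). Lysosomal proteins and peptidases shared 3 called genes, and the peptidase words were changed after a first result, which left out an inhibitor and made p larger. Zinc finger proteins (2 of 315 against 11.1), homeobox and forkhead proteins (0 of 65), ribosomal proteins (0 against 4.34), cuticle proteins (0 of 10) and histones (0 of 19) gave a permutation p = 1. The permutation test is one-sided, so that a count of 0 always gives this p and a shortfall is not tested.

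In the glycine cleavage system, which breaks down glycine for one-carbon units, glycine dehydrogenase (g18848) fell by 6.29 ± 0.34 on the log2 scale, the H protein (g16375) by 1.91 ± 0.27 and aminomethyltransferase (g8301) by a ratio of 589 (95% counting interval 163 to 4868). Of histidine breakdown, imidazolonepropionase (g18588) fell by 6.24 ± 0.46 and a urocanate hydratase-like gene (g12777) by a ratio of 308 (54.8 to 12196). The tyrosine enzyme 4-hydroxyphenylpyruvate dioxygenase (g12367) fell by a ratio of 231 (41.1 to 9167), a kynurenine formamidase-like gene (g25447) was at least 380-fold lower, and urease subunit alpha (g17730) fell by a ratio of 65.3 (22.0 to 319). Among lysosomal proteins, cathepsin B-like g13754 fell by 4.03 ± 0.35, Niemann-Pick C1 (g9542), which exports cholesterol, by 1.88 ± 0.26, and glucosylceramidase (g16426) by 1.60 ± 0.22. Among lipid proteins a long-chain fatty acid CoA ligase 6 gene (g3295) fell by 8.54 ± 0.44, and among transporters the mitochondrial glycine carrier SLC25A38-A (g7615) fell by 5.20 ± 0.33 while the zinc transporters g6040 and g4409 had log2 fold changes of -6.47 ± 0.57 and -2.97 ± 0.27. No biological explanation was tested for these groups. The endoderm markers Pt-GATA4 (243 and 252 counts in untreated, 2 and 0 in *fuchi* pRNAi embryos) and Pt-GATA5 fell at the same stage, and whether these groups fell with a loss of endoderm cells was not tested.

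In the edgeR quasi-likelihood test nearly all calls after *fuchi* pRNAi were falls, 36 of 36 at stage 3 and 366 of 386 at early stage 5. The pattern was less one-sided with the female as a block, where 80 of 346 and 182 of 986 calls rose, and without the first *fuchi* pRNAi replicate of stage 3, where 7 of 42 rose. If *fuchi* pRNAi embryos developed more slowly by less than the interval between the stages, their values at early stage 5 would lie between the untreated levels of stage 3 and early stage 5, for genes that change steadily. In edgeR tests over 12 libraries, 30 of the 36 stage 3 falls, g1125 and g20850 among them, were instead below both untreated levels, as were 136 of the 366 falls of early stage 5, g17950 among them. Of the genes with a rise from stage 3 to early stage 5 in untreated embryos these were 17 of 17 and 58 of 209. Such a delay alone was excluded for these genes under that assumption, although they were called on the same libraries. For the other 6 and 230 falls it may still be the cause, since nothing in the tables decides. A longer delay, which holds embryos before stage 3, was not decided by changes called in both treatments from stage 3 to early stage 5. In *fuchi* pRNAi embryos 664 of the 1086 untreated rises and 1150 of the 1500 untreated falls were called (83.7 and 163 expected). Embryos held back could also change many genes in the same direction, so an excess of shared calls cannot exclude such a delay. These values cover embryos as a whole and not each of the falls. Of genes that rose at least 4-fold from stage 3 to early stage 5 in untreated embryos of one female, 60.6% and 62.3% were higher in *fuchi* pRNAi embryos of early stage 5 than in untreated ones of stage 3 in the other female (46.5% and 47.3% of all genes). The median log2 differences were 0.92 and 0.89, but the lower quartiles were -0.79 and -0.70. These quartiles lay below the medians of all genes (-0.07 and -0.04), so that the comparison left the longer delay undecided. Of untreated libraries, 0 were collected after the first injection, so the effect of the dsRNA and that of the time between the clutches cannot be told apart for any of the calls.

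Genes that fell at early stage 5 were often neighbours on a scaffold, such as the dipeptidyl peptidase 1 genes g3230 and g3231 and the SEC14-like genes g13303 and g13305. Of 32 adjacent pairs (8.71 expected of genes with like levels, 22 the highest of 1000 draws), 19 had different NCBI genes (7.72 expected, 18 the highest), so that split gene models alone could not account for them. Without 6 pairs of like description 13 remained (7.54 expected, 17 the highest), more than expected but within the draws. Tandem gene copies, which may share regulation or reads, could thus account for part of the excess, and whether they account for all of it was not decided. The rule for like descriptions was adjusted after a first value was seen. Pt-GATA5 and g8338 were also a pair.

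Genes that rose at least 4-fold from stage 3 to early stage 5 in the untreated libraries of one female had a median log2 fold change of -0.85 (792 genes) and -0.74 (862 genes) at early stage 5 in the other. The quartiles were wide (-3.64 and 0.14, and -3.23 and 0.07). The medians of all genes were 0.02 and 0.03, and those of genes that fell at least 4-fold 0.16 and 0.00. Slower development would also lower rising genes, and these medians carry no test.

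The counts of calls at stages 2, 3 and early stage 5 (0, 36 and 386) and of shared falls (31) came from the edgeR quasi-likelihood test, and the likelihood ratio test gave 4, 141, 833 and 93. The counts from the quasi-likelihood test were lower than those the study reported, and those from the likelihood ratio test were close to them. Which edgeR test the study used for these comparisons is not stated.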
